# Functional and structural characterization of osteocytic MLO-Y4 cell proteins encoded by genes differentially expressed in response to mechanical signals in vitro

**DOI:** 10.1038/s41598-018-25113-4

**Published:** 2018-04-30

**Authors:** Fanchi Meng, Graeme F. Murray, Lukasz Kurgan, Henry J. Donahue

## Abstract

The anabolic response of bone to mechanical load is partially the result of osteocyte response to fluid flow-induced shear stress. Understanding signaling pathways activated in osteocytes exposed to fluid flow could identify novel signaling pathways involved in the response of bone to mechanical load. Bioinformatics allows for a unique perspective and provides key first steps in understanding these signaling pathways. We examined proteins encoded by genes differentially expressed in response to fluid flow in murine osteocytic MLO-Y4 cells. We considered structural and functional characteristics including putative intrinsic disorder, evolutionary conservation, interconnectedness in protein-protein interaction networks, and cellular localization. Our analysis suggests that proteins encoded by fluid flow activated genes have lower than expected conservation, are depleted in intrinsic disorder, maintain typical levels of connectivity for the murine proteome, and are found in the cytoplasm and extracellular space. Pathway analyses reveal that these proteins are associated with cellular response to stress, chemokine and cytokine activity, enzyme binding, and osteoclast differentiation. The lower than expected disorder of proteins encoded by flow activated genes suggests they are relatively specialized.

## Introduction

Mechanical fluctuations in the extracellular environment, such as interstitial fluid flow-induced shear stress, induce cell perturbations including membrane deformations, cytoskeletal restructuring, conformational changes in transmembrane proteins, changes in the glycol calyx and movement of cilia. These cell responses to mechanical signals are translated throughout the cell and can result in alterations in gene expression across many tissues^1^.

In bone, osteocytes are well positioned to detect mechanical signals from loading and communicate them to downstream effector cells including osteoblasts, osteoclasts, and bone lining cells^2^. However, the signal transduction pathways involved in this process are only partially understood. A better understanding of signaling pathways activated by mechanical signals *in vitro* may lead to a better understanding of how bone adapts to load *in vivo*.

We have previously used gene microarrays, proteomics and RNA sequencing analysis (RNA-Seq) to identify increases in inflammatory C-X-C motif chemokines, including Ccl2, and the HIF-1α, IL-17, and AMPK signaling pathways induced by fluid flow^3,4^. However, these studies were limited as they did not examine functional and structural characteristics of proteins encoded by the corresponding differentially expressed genes and have focused only on genes with the highest signal. To address this we analyzed previously obtained RNA-seq data and gene micro array data^3,4^ using several high-throughput computational methods to quantify evolutionary conservation, interconnectedness, and putative intrinsic disorder of the proteins encoded by all differentially expressed genes. We also functionally characterized these proteins using pathway analysis and gene ontology. We analyzed which of these characteristics are unique to proteins encoded by genes affected by fluid flow by comparing them to a generic set of proteins from the mouse proteome.

Conservation quantifies the amount of evolutionary variation in a protein sequence across species. When measured at the protein level it reflects the abundance of functionally and structurally important residues that are typically retained across species^5–7^. Interconnectedness measures the number of interactions between proteins in protein-protein interaction (PPI) networks, and can predict, along with conservation, the extent to which this protein is essential^8,9^ and central to cellular processes^10^. Intrinsic disorder reflects the degree to which a protein lacks an ordered 3D structure under physiologic conditions^11,12^. While the levels of intrinsic disorder vary from protein to protein, disorder itself is ubiquitous. Recent estimates show that about 19% of amino acid residues are disordered in Eukaryotes^13^ and between 6% and 17% of proteins encoded by various genomes are entirely disordered^14^. Intrinsic disorder is implicated in a diverse range of cellular functions including transcription^15,16^, translation^17^, protein-protein interactions^18,19^, protein-RNA interactions^20,21^ and cell signaling^19,22,23^, to name a few. Functional characteristics that are specific to disorder include one-to-many binding, where one disordered region can interact with several structurally diverse partners; ability to fold upon binding; high accessibility to and regulation by post-translational modifications; and ability to implement cascade interactions^24^. At the same time, a high level of disorder is a substantial obstacle to solving protein structure^25–27^ and to performing rational drug design that relies on knowledge of protein structure^28–30^.

Gene ontology (GO) is a bioinformatics framework that defines biological processes, molecular functions and subcellular location of genes and proteins^31,32^. These annotations allow for the computational identification of functions and locations that are characteristic of a given group of genes or proteins. In a similar manner, pathway and network analysis can compare differentially expressed proteins and genes to known pathways to identify possible downstream effects.

We hypothesized that examining protein conservation, interconnectedness, intrinsic disorder, as well as pathway analysis, would provide insights to the function of osteocytic proteins encoded by genes differentially expressed in response to fluid flow-induced shear stress. This is the first study to examine evolutionary conservation, interconnectedness and putative intrinsic disorder in the context of mechanobiology.

## Results

We comprehensively characterized several major structural and functional characteristics of osteocytic proteins encoded by genes differentially expressed due to exposure to fluid flow-induced shear stress. 

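The microarray experiment behind this set of genes comprises 24 Affymetrix arrays of MLO-Y4 cells, a mouse cell line with features of osteocytes. The arrays are labelled as 3 flow and 3 sham samples at each of 4 times, 0, 2, 8 and 24 h after flow, whereas the paper's methods give the 2 h post-incubation alone. Flow lasted 2 h at a shear stress of 10 dyn/cm2 and 1 Hz, and sham cells stayed in static chambers. Beyond calling them triplicates, neither the paper nor the labels state that the 3 arrays of a group came from separate cultures, so the p-values measure the spread between these arrays, which may be technical. The authors deposited log2 values made with RMA, according to the submitters' processing notes. RMA corrects the background, gives all arrays the same distribution and combines the probes of each probe set. The values of 22690 probe sets ranged from 2.02 to 14.11, and the median of an array from 6.71 to 6.80. Of these probe sets, 20380 carried 1 gene symbol, 691 several and 1555 none, and 64 were controls. Each of 12393 genes was represented by its probe set with the highest mean over all arrays, and flow was compared with sham at each time in a linear model over all 24 arrays with limma, with Benjamini-Hochberg adjustment over all genes. The number of arrays limits the precision.

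Arrays that carry the same label did not always resemble each other. The nearest array carried the same label for 16 of the 24 arrays, and the 3 arrays of 6 of the 8 labels fell into more than 1 of 3 clusters of arrays. Replicates 1 and 2 labelled sham 2 h fell into a cluster of 6 arrays and replicate 3 into a cluster of 12, and the correlation of their deviations from the mean of each gene ran from -0.265 to 0.733. The 3 arrays labelled flow 2 h fell into the same cluster as sham 2 h replicate 3. The groups are therefore named by their labels, and every difference between flow and sham given here depends on whether these labels are right.

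**Figure D1:**
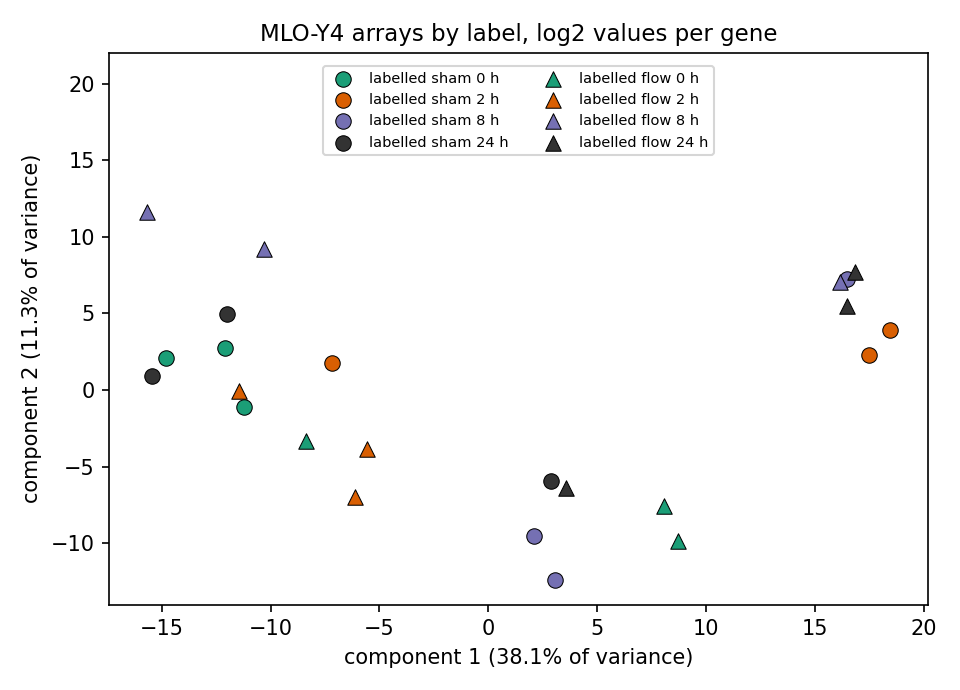
Principal components of the log2 values of 12393 genes, with each point an array, the shape its labelled treatment and the colour its labelled time. Component 1 holds 38.1% of the variance and component 2 holds 11.3%, and arrays of 6 of the 8 labels lie in more than 1 of the 3 clusters.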

Figure 1 summarizes results focusing on evolutionary conservation, content of putative intrinsic disorder and interconnectedness. We compared the entire complement of proteins encoded by differentially expressed genes as well as proteins encoded by genes upregulated and downregulated against a generic set of murine proteins. Figure 1A reveals that proteins that correspond to the differentially expressed genes, and in particular proteins encoded by genes that are upregulated, have significantly lower than expected evolutionary conservation (*p*-value < 0.05). Proteins encoded by genes that are downregulated are also characterized by lower levels of conservation, however, the difference did not reach statistical significance when *p*-value considered significant was set at 0.05 (*p*-value = 0.18). Figure 1B reveals similar observations for the content of intrinsic disorder. That is, proteins encoded by differentially expressed and upregulated genes have significantly lower than expected disorder content (*p*-value < 0.05). Proteins encoded by downregulated genes also have lower disorder content, however, the difference did not reach statistical significance when p value considered significant was set at 0.05 (*p*-value = 0.32). The median disorder content across proteins encoded by differentially regulated genes equals 0.09 compared to the twice larger (0.18) content that is typical for murine proteins^13^. On the other hand, the degree of interconnectedness is not significantly different. Proteins encoded by differentially expressed genes, including both upregulated and downregulated subsets, have similar levels of PPIs (*p*-values > 0.6) compared to an overall set of murine proteins. The average number of PPIs in mouse listed in the metha resource equals 5.97^33^ and is, as expected, virtually identical to the number that we report for our randomly chosen subset of murine proteins (6.03), and only slightly higher than for the proteins encoded by differentially expressed genes (5.63).

**Figure 1:**
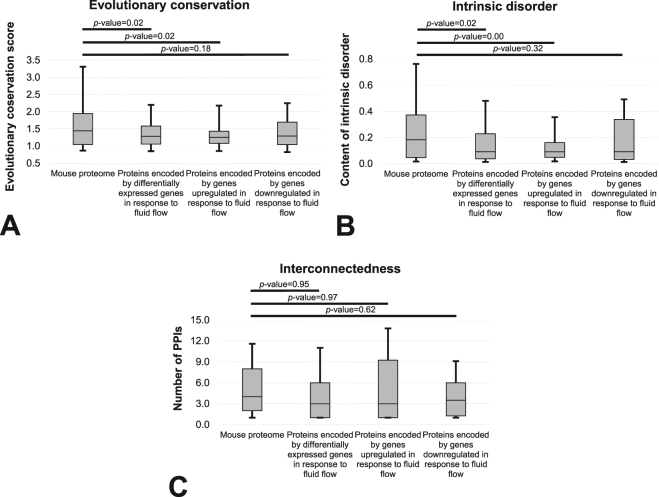
Comparison of the distrubutions of the evolutionary conservation quantified with the relative entropy scores (Panel A), content of the intrinsic disorder (Panel B) and the interconnectedness measured by the number of PPIs (Panel C) between the mouse proteins encoded by genes that are differentially expressed in response to fluid flow and a generic set of mouse proteins. The differentially expressed gene sets are also subdivided into upregulated and downregulated proteins. Distributions are represented with the box and whisker diagrams where the first quartile, second quartile (median) and third quartile are represented by the box and the whiskers correspond to the 10^th^ and 90^th^ centiles. Horizontal bars at the top of the figure summarize results of the analysis of statistical significance of the differences between the distribution for the two corresponding datasets. The significance was quantified with the two sample K-S test and the corresponding *p*-values are shown above the bars.

For GO analyses, we collected the most frequent term for each path in the GO hierarchy to reduce redundancy between the terms and to include the most frequent terms. Figure 2 depicts a list of subcellular locations (black bars), molecular functions (light gray bars) and biological processes (dark gray bars) that are significantly enriched in the proteins encoded by differentially expressed genes (*p*-value < 0.05 and at least 50% increase compared to the expected value to ensure that magnitude of the difference is substantial). Our genes of interest are primarily located in the cytoplasm and extracellular space. 

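Genes of matrix and secreted proteins were more often at higher than at lower values on the arrays labelled flow 2 h, and none of them passed the test by itself. Of 40 measured genes of the extracellular matrix, 28 had a higher mean under flow than under sham at 2 h, with a median log2 difference of 0.11. The camera test of limma gave this list an adjusted p = 0.0111 with a preset correlation and an adjusted p = 0.493 with an estimated correlation. Tnc, which encodes the matrix glycoprotein tenascin C, was at 5.58 ± 0.17 (SD, n = 3) under flow and 5.11 ± 0.22 (SD, n = 3) under sham, and lay below a log2 value of 6, the limit of the filter on dim genes, on all 24 arrays. Ecm1, extracellular matrix protein 1, was at 11.72 ± 0.08 (SD, n = 3) and 12.09 ± 0.33 (SD, n = 3), a log2 difference of -0.37. Of 31 secreted proteases and their inhibitors, 20 had a higher mean under flow, with a median log2 difference of 0.06 (camera, adjusted p = 0.0972). Plau, which encodes the urokinase plasminogen activator, had a log2 difference of 1.46 (standard error 0.40, adjusted p = 0.345 from limma), with all 3 flow arrays above all 3 sham arrays. With the log2 differences of the 3′ and 5′ control probe sets, a measure of RNA quality, as covariates, the log2 difference was 0.28 instead of 0.47 for Tnc, -0.08 for Ecm1 and 0.92 for Plau, and without sham 2 h replicate 3 it was -0.56 for Ecm1. The fit with covariates cannot separate RNA quality from the clusters of arrays. Slpi, a secreted inhibitor of leukocyte proteases, had a log2 difference of 0.39 (standard error 0.13, adjusted p = 0.345 from limma). No gene of either list passed an adjusted p of 0.05 in limma at 2 h, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 6 matrix genes were higher and 1 was lower, and 6 genes of the proteases and inhibitors were higher and 2 were lower. At the other times the number of matrix genes with a higher mean under flow was 11 of 40 at 0 h (median -0.12, camera down, adjusted p = 0.0123), 32 at 8 h (median 0.16, camera adjusted p = 0.000478) and 18 at 24 h (median -0.02, adjusted p = 0.798), with adjusted p = 0.493, 0.476 and 0.943 with an estimated correlation. At 8 h the Gapdh 3′ and 5′ difference was higher on all 3 flow arrays than on all 3 sham arrays (flow minus sham 0.0376, exact permutation p = 0.1). Flow 8 h replicate 1 and sham 8 h replicate 3 lay in a cluster apart from the other arrays of their labels. Flow 0 h replicates 2 and 3 lay in another cluster than the other arrays labelled 0 h.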

The GO terms that have high enrichment and high counts (second number inside square brackets next to the GO term name in Fig. 2) suggests that they are involved in chemokine (GO:0008009 and 0070098) and cytokine (GO:0034097) activities, response and regulation of response to stress (GO:0006950 and 0080134), and cellular response to chemical stimulus and oxygen-containing compound (GO:0070887 and 1901700). 

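Chemokine and cytokine genes were mostly at higher values on the arrays labelled flow 2 h than on those labelled sham 2 h. Of 13 measured C-X-C chemokines, 11 had a higher mean under flow, with a median log2 difference of 0.27, and of 20 C-C and other chemokines 15 did, with a median of 0.12. Cxcl5, a chemokine that attracts neutrophils, was at 11.75 ± 1.00 (SD, n = 3) under flow and 8.99 ± 1.01 (SD, n = 3) under sham, a log2 difference of 2.75 (standard error 0.80, adjusted p = 0.345 from limma). Cxcl1 and Cxcl2, of the same neutrophil-attracting group, had log2 differences of 2.43 (standard error 0.88) and 2.48 (standard error 0.99). Ccl2, which attracts monocytes, was at 13.05 ± 0.29 (SD, n = 3) under flow and 11.50 ± 1.07 (SD, n = 3) under sham, a log2 difference of 1.54 (standard error 0.54, adjusted p = 0.345 from limma). Its values on the arrays labelled sham 2 h were 10.76, 11.03 and 12.73, the last on replicate 3, which lay in the same cluster of arrays as flow 2 h. Ccl7 had a log2 difference of 1.69, Cxcl11 of 1.45, Ccl4 of 0.92 and Cx3cl1 of 0.55 (adjusted p = 0.127 for Cx3cl1).

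Of 67 cytokines and growth factors, 51 had a higher mean under flow (median log2 difference 0.10), among them Lif at 1.30 and Inhba, a subunit of activin, at 0.93. Of 43 genes of the response to cytokines, 33 did (median 0.34), among them the NF-κB subunit Nfkb2 at 0.67 and Socs3, an inhibitor of cytokine signaling, at 0.63. The camera test with a preset correlation gave adjusted p = 0.000639 for the C-X-C chemokines, 0.000183 for the C-C and other chemokines, 7.04e-05 for the cytokines and growth factors and 1.39e-06 for the response to cytokines. For each of these lists camera gave adjusted p = 0.476 with an estimated correlation. At 24 h most members had a lower mean under flow. A higher mean was seen for 4 of 13, 7 of 20, 20 of 67 and 14 of 43 members of these lists, with camera adjusted p = 0.0224, 0.0991, 0.00287 and 0.0111, and adjusted p = 0.493, 0.581, 0.476 and 0.493 with an estimated correlation. Among genes of the response to cytokines, 12 of 43 had a higher mean at 0 h (camera down, adjusted p = 0.0181). At 8 h 30 of 43 did (camera adjusted p = 0.0299), and 19 of 20 C-C and other chemokines did (camera adjusted p = 0.00802). With an estimated correlation camera gave adjusted p = 0.496, 0.533 and 0.493 for these. The other tests of these lists at 0 and 8 h did not pass camera. Replicates 1 and 2 labelled sham 24 h lay in the cluster of 12 arrays and replicates 2 and 3 labelled flow 24 h in the cluster of 6 that held sham 2 h replicates 1 and 2. The study named the C-X-C chemokines and Ccl2 from its own work on these cells, so their direction here is not independent evidence. In limma 0 members of these lists passed an adjusted p of 0.05 over all genes at 2 h. Adjusted over the list alone at 2 h, 2 C-X-C chemokines and 6 C-C and other chemokines rose, and no member of the other lists did. At an unadjusted p under 0.05 at 2 h, 5, 8, 18 and 18 members of these lists were higher under flow, and 2 of the cytokines and growth factors were lower. At 24 h no member passed when adjusted over the list alone, and at an unadjusted p under 0.05, 1, 0, 4 and 5 were higher and 4, 4, 11 and 10 were lower.

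Genes of 3 lists of particular stress responses went both ways at 2 h. Of 34 genes of the unfolded protein and integrated stress response, 11 had a higher mean under flow (median log2 difference -0.05, camera adjusted p = 0.293), and Trib3, a pseudokinase of that response, was at -0.54. Of 18 heat shock genes, 6 did (median -0.07, adjusted p = 0.64), with the co-chaperone gene Bag3 at 0.26. Of 24 oxidative stress genes, 13 did (median 0.04, adjusted p = 0.917), with catalase, Cat, at -0.29 and the superoxide dismutase gene Sod2 at 0.43. No member of these 3 lists passed limma's test at 2 h over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 higher and 1 lower, 1 higher and 0 lower, and 2 higher and 4 lower. At 0 h 15 of the 18 heat shock genes had a higher mean under flow, with camera adjusted p = 0.00463, and at 8 h 4 did, with adjusted p = 0.0111 (adjusted p = 0.493 at both times with an estimated correlation). Of the 34 genes of the unfolded protein list 10 did at 8 h (camera adjusted p = 0.0111, adjusted p = 0.581 with an estimated correlation). Adjusted over the list alone, 2 genes of the unfolded protein list rose at 0 h, and 1 heat shock gene rose and 3 fell at 8 h. Flow 0 h replicates 2 and 3 lay in another cluster than the other arrays labelled 0 h. Flow 8 h replicate 1 and sham 8 h replicate 3 lay in the same cluster, apart from the other arrays of their labels. The Gapdh 3′ and 5′ difference was higher on all 3 arrays labelled flow 8 h than on all 3 labelled sham 8 h. Flow minus sham was 0.0376 there (exact permutation p = 0.1). From the terms that are enriched among the differentially expressed genes, the paper proposes that their proteins take part in chemokine and cytokine activity and in the response to stress. Its stress set comes from RNA-Seq and microarray genes, and it places some of these proteins in the cytokine and chemokine sets too. The 3 stress lists here cover narrower responses and are another measure, so they do not test that term. Without sham 2 h replicate 3, the only sham 2 h array in the cluster of the flow 2 h arrays, limma called 117 genes at 2 h instead of 0. The log2 difference of the 3′ and 5′ control probe sets of beta-actin, a measure of RNA quality, was lower on all 3 arrays labelled flow 2 h than on all 3 labelled sham 2 h, with flow minus sham at -0.0762, and at 24 h it was higher on all 3 flow arrays, at 0.0630 (exact permutation p = 0.1 at both times, the smallest that 3 arrays against 3 allow). With this difference and that of Gapdh as covariates, the log2 difference at 2 h was 1.79 for Cxcl5, 0.72 for Ccl2, 0.91 for Ccl7, 0.42 for Cxcl11, 0.45 for Ccl4, 0.33 for Nfkb2, 0.41 for Socs3, -0.12 for Trib3, -0.06 for Cat and 0.16 for Sod2. With the mean of all probe sets it was 0.84 for Lif. The beta-actin 3′ and 5′ difference also went with the clusters of arrays. It lay from 0.224 to 0.262 on the 6 arrays of the cluster that held sham 2 h replicates 1 and 2. Of the other arrays, only flow 24 h replicate 1 (0.242) and flow 0 h replicate 3 (0.232) lay in that range. The fit with covariates therefore cannot separate RNA quality from the clusters of arrays.

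**Figure D2:**
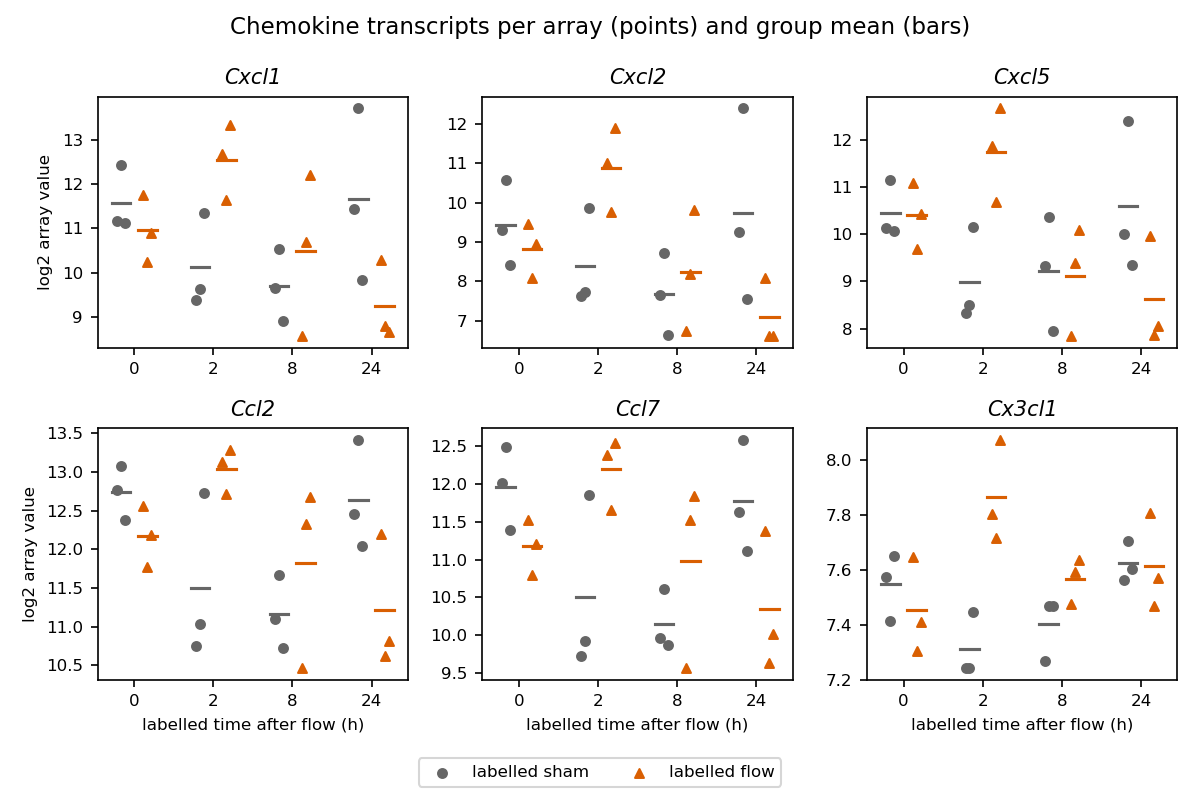
Log2 array values of 6 chemokine genes by labelled time, with circles for arrays labelled sham, triangles for arrays labelled flow and bars for the mean of 3 arrays. At 2 h, all flow arrays of Cxcl1, Cxcl5 and Cx3cl1 lie above all sham arrays. For Cxcl2, Ccl2 and Ccl7, sham replicate 3, at 9.86, 12.73 and 11.85, lies above flow replicate 2, at 9.76, 12.72 and 11.65.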

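For ligands of G-protein coupled receptors other than chemokines, the test of the group did not pass its threshold. Of 37 measured genes of such ligands and of related secreted factors, 22 had a higher mean on the arrays labelled flow 2 h than on those labelled sham 2 h, with a median log2 difference of 0.04 (camera, adjusted p = 0.193). Wnt4, a secreted ligand of Frizzled receptors, was at 6.51 ± 0.10 (SD, n = 3) under flow and 6.23 ± 0.13 (SD, n = 3) under sham. Its log2 difference was 0.28 (standard error 0.08, adjusted p = 0.345 from limma). Edn3, a ligand of endothelin receptors, had a log2 difference of 0.31 (standard error 0.11), and its other probe set had the opposite sign. With the mean of all probe sets it was 0.09, and Edn3 lay below a log2 value of 6 on all 24 arrays. No member passed an adjusted p of 0.05 in limma at 2 h, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 the test gave 5 higher and 1 lower.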

Annotations of molecular functions (light gray bars) also suggest that they take part in enzyme and G-protein coupled receptor binding.

**Figure 2:**
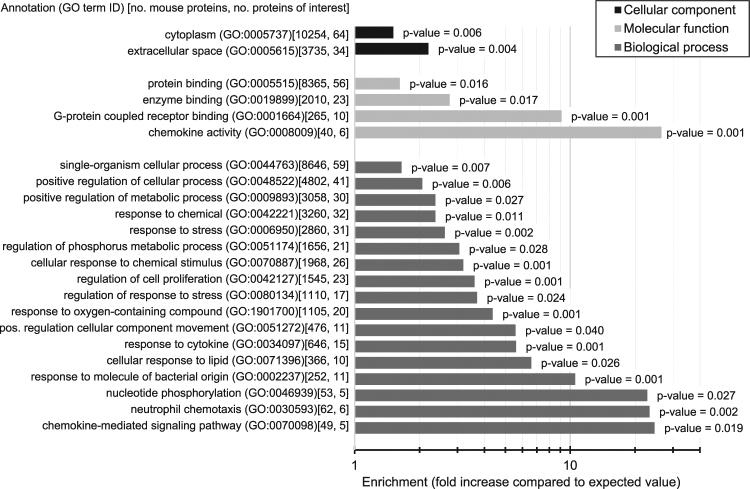
Summary of GO terms significantly enriched (*p*-value < 0.05) in the mouse proteins encoded by genes differentially expressed in response to fluid flow. The analysis was peformed using the PANTHER system^67^ separately for each of the three classes of GO terms: molecular functions, biological processes and cellular component (subcellular location). Horizontal bars show the value of enrichment, defined as the fold increase when compared to the expected value measured on the mouse proteome, and the corresponding *p*-values are given next to the bars. The number of each GO term occurence in the mouse proteome and among the proteins encoded by differentially expressed genes is given inside the square brackets. We only consider GO terms that occur at least five time and for which the enrichment is greater than 150% and *p*-value < 0.05.

We further focused on several key functions related to chemokine and cytokine processes and response and regulation of response to stress. We visualized the distributions of the evolutionary conservation, putative intrinsic disorder and interconnectedness for these proteins encoded by differentially expressed genes and compared them to a generic set of murine proteins (Fig. 3). Consistent with the results in Fig. 1, conservation (Fig. 3A) and amount of intrinsic disorder (Fig. 3B) are significantly lower than expected in these three sets of proteins that correspond to the differentially expressed genes (*p*-value < 0.05, except for the difference in conservation for proteins with chemokine activity where *p*-value = 0.3). Moreover, the numbers of PPIs are similar to a generic murine protein (*p*-value = 0.99).

**Figure 3:**
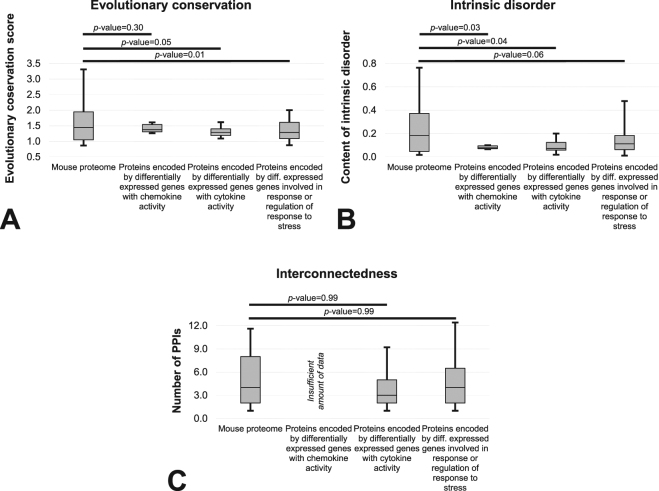
Comparison of the distrubutions of the evolutionary conservation quantified with the relative entropy scores (Panel A), content of the intrinsic disorder (Panel B) and the interconnectedness measured by the number of PPIs (Panel C) between functionally clustered subsets of the mouse proteins coded by genes that are differentially expressed in response to fluid flow (proteins of interest (POI)) and a generic set of mouse proteins. We considered three clusters that correspond to the proteins with chemokine activity (GO:0008009; 6 proteins), cytokine activity (GO:0034097; 15 proteins) and to those that are involved in the response of regulation of response to stress (GO:0006950 and 0080134; 35 proteins). Five of them were identified across the three clusters and additional eight are in common between the latter two clusters. Only three proteins encoded by differentially expressed genes with the cytokine activity had the PPI information and thus the analysis was not performed due to the low sample size. Distributions are represented with the box and whisker diagrams where the first quartile, second quartile (median) and third quartile are represented by the box and the whiskers correspond to the 10^th^ and 90^th^ centiles. Horizontal bars at the top of the figure summarize results of the analysis of statistical significance of the differences between the distribution for the two corresponding datasets. The significance was quantified with the two sample K-S test and the corresponding *p*-values are shown above the bars.

Ingenuity Pathway Analysis constructs causal networks from individual relationships detailed in curated literature^34^. Using these networks, downstream effects can be predicted based on our data. Casual network analysis of our RNA-seq data found a fluid flow-induced upregulation of proteins encoded by differentially expressed genes that are associated with the downregulation of osteoclast differentiation (Fig. 4). Shown in Fig. 4 are all the proteins that correspond to the differentially expressed genes in our dataset expected to influence osteoclast differentiation. NOS2, LPRC17 and PLK3R1 that are associated with inhibition of osteoclast differentiation were moderately upregulated; PTGS2 was also upregulated but would be predicted to increase osteoclast differentiation while TLR2 may effect osteoclast differentiation, IPA’s database did not have enough power to generate a prediction. NOS2, TLR2, and PTGS2 all play a role in the regulation of the inflammatory response which is consistent with our gene ontology analysis which found increase of cytokines and chemokines.

**Figure 4:**
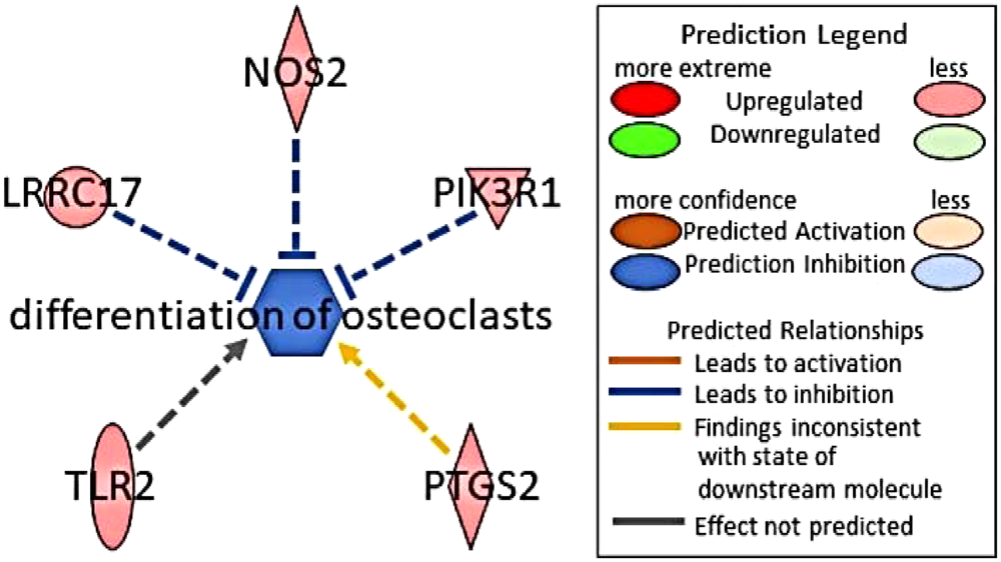
IPA predicted inhibition of the differentiation of osteoclasts with an activation Z score of −1.07 with a *p*-value < 0.001.

## Discussion

Our results suggest that proteins encoded by genes that are differentially expressed in response to fluid flow have lower than expected levels of sequence conservation and putative intrinsic disorder while maintaining typical levels of PPIs. Given their relatively low conservation, they are likely to carry out more specialized (non-essential) functions compared to the functions of proteins encoded by essential genes that have older evolutionary origins and are more conserved^34–36^. Proteins encoded by these essential genes are typically involved in basic cellular functions including gene expression, metabolism, morphogenesis, cell division, proliferation and differentiation, DNA replication, repair and transcription, and embryonic development and they are essential to the survival of the organism^34^. At the same time, the levels of interconnectedness of the proteins encoded by differentially expressed genes that are comparable to a typical mouse protein suggests that they are functionally important even though they may not be essential. The significant depletion in the putative intrinsic disorder suggests that they are highly structured and substantially more structured than a typical murine protein. The main implication of this observation is that structures of the proteins encoded by differentially expressed genes should be relatively easy to produce^25,37^. These structures can be used to decipher molecular level details of their functions^38^ and they are necessary for virtual screening and design of novel therapeutics^39,40^. Taken together, our analyses suggest that genes involved in mechanotransduction are non-essential, functionally important, and suitable for structure-based rational drug design. We note that the above observations rely on the putative intrinsic disorder and an incomplete PPI network, both of which may adversely affect accuracy of our analysis. However, we designed the analysis to reduce these effects. We employed a consensus of five predictors of disorder to minimize the prediction error and we used a recently released database that collects PPIs from a comprehensive set of five sources to provide the currently most complete network. Additionally, there are limitations to our fluid flow model that are shared by several *in vitro* models. These include analyses of only a single bone cell type, the two dimensional nature of our fluid flow apparatus and the fact that the cells are not in contact with a physiologically relevant extracellular matrix.

In this study we used IPA to assess RNA-seq data. We opted to assess RNA-seq data, rather than microarray data, because we previously showed that RNA-Seq yielded greater magnitude fold-changes in expression level than did microarrays, resulting in a broader overall dynamic range^3^. Furthermore, RNA-seq, compared to microarray was capable of detecting approximately 3 times the gene products of previously utilized microarrays. 

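The microarrays measured 12393 genes by a probe set with 1 symbol, and 7971 of these had a log2 value of at least 6 in 3 or more arrays. The largest log2 differences between arrays labelled flow and sham at 2 h were 2.75, of Cxcl5, and -1.62. At least 2-fold differences were seen for 16 genes at 0 h, 32 at 2 h, 21 at 8 h and 55 at 24 h, without regard to the test. An absolute log2 difference above 0.65 at 2 h, and above 0.74 at 24 h, was reached by 1% of the genes. Cxcl2 had the widest range over the 24 arrays, from 6.60 to 12.41, and Cxcl1 ran from 8.56 to 13.72. The RNA-Seq values were not analysed here.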

Our IPA analyses predicted fluid flow-induced changes in cytokines consistent with a down regulation of osteoclastogenesis, which one would expect as a result of exposure to anabolic mechanical signals. Additionally, consistent with our results, osteocytes have been shown to downregulate osteoclast differentiation through effects on TGF-β, an upstream inducer of IL-17, a factor that increases osteoclastogenesis^41–43^. On the other hand, our previous work showed fluid flow-induced upregulation of pathways dependent on IL-17^4^ and another study showed that mechanical load upregulates TGF-β in mesenchymal stem cells^44^. These findings emphasize the complexity of the bone microenvironment and suggest the effects of cytokines on bone are highly context dependent. Ultimately, cytokines can have either anabolic or catabolic effects on bone which has complicated efforts at treatment of metabolic bone disease^45^. This complexity is illustrated by IL-17 which can be upregulated in both catabolic and anabolic states. Phase II trials of IL-17 inhibitors such as secukinumab for rheumatoid arthritis have yielded disappointing results^46^. Thus, there is a need for further research in this area to characterize the bone microenvironment an how it is affected by mechanical load, especially as regards the pleiotropic effect of cytokines in bone. The complexity of microenvironment also suggest the therapeutic target potential of mechanotransduction pathways because we have shown them to be less essential while still functionally important when compared to the mouse proteome.

In summary, this is the first study to quantify the structural and functional characteristics such as intrinsic disorder, evolutionary conservation, and interconnectedness of the proteins encoded by differentially expressed genes involved in mechanotransduction. These results suggest that the osteocytic signaling pathways activated by fluid flow are non-essential and populated by highly structured proteins. Furthermore, extracellular inflammatory mediators are involved in the downregulation of osteoclast differentiation. The well-defined tertiary structure of proteins encoded by differentially expressed genes in this pathway suggests that protein modeling could be successful in developing a better understanding of the signaling molecules involved in the response of bone to mechanical load.

## Methods

### Collection of experimental data

In the original study^3^, murine osteocytic MLO-Y4 cells were cultured in normal growth medium (α-MEM [Invitrogen, Grand Island, NY] with 2.5% calf serum [Hyclone, Logan, UT], 2.5% fetal bovine serum [Lonza, Walkersville, MD], 1% Penicillin/Streptomycin) throughout all portions of the experiment. Cells were seeded 48 h prior to fluid flow on 75 × 38 × 1 mm glass slides coated with 300 μg/ml Type I Collagen (BD Biosciences, Bedford, MA) for 1 h and washed. Cell seeding density was 1.35 × 10^4^ cells/cm^2^ so that upon flow exposure, cells were roughly 60% confluent and interconnected by dendritic processes. Cells were then exposed to 2 hours of sinusoidally oscillating fluid flow in parallel plate flow chambers, inducing 1 Pa (10 dynes/cm^2^) shear stress at 1 Hz. Paired sham controls were maintained in identical, static chambers. Triplicates of both flowed and static cells were collected following post-incubation in fresh medium for 2 hours.

Total RNA was isolated using Qiagen RNeasy Mini Kits, deep sequenced using Illumina HiSeq 2500, and processed computationally to identify genes that are differentially expressed between the samples exposed to the fluid flow and the controls^4^. Similar and complementary analysis was performed using DNA microarrays to identify further gene products that are characterized by differential abundance^3^. In both cases only the genes characterized by significant differences (*p*-values < 0.05) were selected. These data are available in the Gene Expression Omnibus with accession number GSE70667 for the RNA-Seq and GSE42874 for the microarrays.

### Dataset

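On the arrays labelled 2 h, the genes with the smallest p were Zmynd10, Mobp and Rufy2. Zmynd10, a gene of cilia assembly, was at 4.81 ± 0.09 (SD, n = 3) under flow and 5.38 ± 0.13 (SD, n = 3) under sham, a log2 difference of -0.57 (standard error 0.09, adjusted p = 0.0559 from limma). Mobp, a myelin protein gene, was at 3.99 ± 0.14 (SD, n = 3) under flow and 3.49 ± 0.04 (SD, n = 3) under sham, with an adjusted p = 0.085 from limma. Rufy2 had a log2 difference of -0.53 (adjusted p = 0.0962 from limma), and its other probe set had the opposite sign. At 0 h these were Nkiras1, an inhibitor of NF-κB signaling, at 0.48, Sdccag8 at 0.79 and Rab3ip at 0.60. At 8 h they were Cfhr2 at -0.38, whose other probe set had the opposite sign, Ovgp1 at -0.60 and Aldh4a1 at 0.32. At 24 h they were the antiproliferative gene Btg2 at -0.92, the prostaglandin E receptor gene Ptger4 at -1.32 and Zfp354c at 0.37. Zmynd10, Mobp, Cfhr2, Ovgp1 and Zfp354c lay below a log2 value of 6, the limit of the filter on dim genes, on all 24 arrays, with highest values of 5.50, 4.14, 4.81, 5.65 and 3.67. With the mean of all probe sets the log2 difference was 0.27 instead of 0.50 for Mobp, -0.23 for Rufy2 and -0.14 for Cfhr2.

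In limma 0 of 12393 genes passed an adjusted p of 0.05 at each of the 4 times. At an unadjusted p under 0.05, 1729 genes did at 0 h, 1681 at 2 h, 1781 at 8 h and 1921 at 24 h, where chance gives 620 on average. Genes that move together widen the spread of this count. Another split of the same 6 arrays gave up to 1355, 1763, 2190 and 1704 genes at these times. All 3 flow values lay on the same side of all 3 sham values for 2284 genes at 2 h, or 18.4%, where chance gives 10% on average. The share was 19.1% at 0 h, 12.9% at 8 h and 19.8% at 24 h. Genes that move together widen the spread of this share too. limma with array weights called 2312 genes at 2 h, and without sham 2 h replicate 3 the count was 117. In 40 draws of labels within each time, array weights called up to 2519 genes at 2 h, and 2 draws reached 2312. Sham 2 h replicate 3 is the only sham 2 h array in the cluster of the flow 2 h arrays. Neither count therefore separates an effect of flow from the structure of the arrays.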

Our prior analyses revealed two sets of 55 differentially expressed genes based on the RNA-Seq and microarray experiments. After removing duplicates of the 6 genes that were in common between the two sets, we mapped 99 genes to their UniGene identifiers. The remaining 5 genes could not be mapped to these identifiers. Next, we searched the UniProt resource^47,48^ to map the UniGene identifiers to the corresponding mouse proteins. Once we removed duplicate proteins and protein fragments, we extracted 103 proteins encoded by the 99 differentially expressed genes that we were able to map into unique UniProt accession numbers. 

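Among the arrays labelled 2 h, no gene rose or fell at an adjusted p under 0.05 in limma, and the split by direction is therefore given at an unadjusted p under 0.05. There 742 genes were higher and 939 were lower under flow. At 0 h 1044 were higher and 685 lower, at 8 h 822 and 959, and at 24 h 1215 and 706. Genes higher at 2 h included Ccl2, Ccl7 and the leukemia inhibitory factor gene Lif, and genes lower at 2 h included Zmynd10 and Trib3. At 24 h Ccl2 had a log2 difference of -1.43 and Cxcl2 of -2.64, against 1.54 and 2.48 at 2 h. Without sham 24 h replicate 2, at 12.41, Cxcl2 was at -1.30 at 24 h, and with the log2 differences of the 3′ and 5′ control probe sets as covariates Ccl2 was at -0.66 at 24 h and 0.72 at 2 h. Leaving out sham 2 h replicate 3 gave 40 higher and 77 lower genes at an adjusted p under 0.05. The sham 2 h arrays that remain lie in another cluster than the flow 2 h arrays.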

Among the 103 proteins encoded by the differentially expressed genes, 45 and 58 that are significantly upregulated or downregulated by fluid flow, respectively.

### Analysis

The 103 proteins encoded by differentially expressed genes in response to fluid flow were subjected to a comprehensive bioinformatics analysis. We contrasted their structural and functional characteristics against the reference mouse proteome collected from UniProt (C57BL/6 J strain, proteome ID: UP000000589). Since the amount of intrinsic disorder in eukaryotic organisms was shown to depend on the protein length^49^, we randomly selected a matching number of mouse proteins to obtain the same distribution of lengths when compared to our 103 proteins encoded by differentially expressed genes. This ensures that our comparison of intrinsic disorder accommodates sequence-length bias; the same correction was made in several recent studies^50,51^. Equalization of sample size (103 proteins encoded by differentially expressed genes plus 103 proteins sampled from the reference proteome) also ensures that these data are suitable for robust statistical analysis. This is in contrast to using the whole mouse proteome of over 50 thousand proteins, which would result in over two orders of magnitude difference in sample size relative to proteins differentially expressed in response to fluid flow. The two sets have virtually identical distributions of protein length; *p*-value = 1 based on the two-sample Kolmogorov-Smirnov test. The difference in their median chain length, which is 412 and 416 for the random set of mouse proteins and our proteins encoded by differentially expressed genes, respectively, is not significant; *p*-value = 0.97 based on the Mann-Whitney test.

We estimated evolutionary conservation from multiple alignment profiles generated with HHblits against the *UniProt-20* database^52^. These profiles were used to compute relative entropy from each amino acid^53,54^. An average per-amino acid conservation was used to quantify conservation for each proteins encoded by differentially expressed genes. We collected the mouse PPI network from the *mentha* resource that integrates data from five manually curated source databases^33^. With that integrative approach, the mentha resource offers arguably the most complete currently available PPI network in mouse. The degree of interconnectedness was quantified by its number of PPIs. We annotated putative intrinsic disorder using a majority-vote based consensus of five predictors: three versions of the Espritz method^55^ and two versions of the IUPred method^56^; These methods are characterized by complementary designs and were empirically demonstrated to offer strong predictive quality for the prediction of intrinsic disorder^57–59^. We used the consensus to minimize the prediction error, which is in line with an observation that this results in a better predictive quality when compared to the use of individual predictors^60,61^. Such consensuses are also implemented in the current databases of putative disorder: MobiDB^62,63^ and D^2^P^2 ^^64^, and were utilized in many other studies^13,17,21,50,51,65,66^. We quantified amount of disorder with the disorder content, which is defined as a fraction of disordered amino acids in a given sequence. We measured statistical significance of differences in distributions of conservation, disorder and interconnectedness values between our proteins of interest and the mouse proteome using a two-sample Kolmogorov-Smirnov test (K-S test) and assumed that a given difference is significant at *p*-values < 0.05.

We performed functional analysis using GO with the PANTHER system^67^. PANTHER performs enrichment analysis of GO terms associated with our proteins encoded by differentially expressed genes against the expected frequency of these terms in the mouse proteome^68^. We executed this analysis separately for each of the three classes of GO terms: molecular functions, biological processes and cellular component (subcellular location). The pathway and causal network analyses was completed using the Ingenuity Pathway Analysis (IPA) tool^69^.

How the deposited data were processed for this re-analysis (not part of the article)

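MLO-Y4 cells were exposed to flow or kept in static sham chambers, and RNA was measured on 24 Affymetrix arrays, 3 for each of 8 labelled groups, flow and sham at 0, 2, 8 and 24 h. The authors deposited log2 expression values that the submitters' processing notes attribute to RMA, with no version given in the sources used here, and these values were used without further normalization. Signals on arrays are relative, and the values carry no counts. No column of the table was without a sample.

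Probe sets were named through the platform annotation given with the data, with symbols updated by Entrez identifier from a RefSeq gene table, which left the symbol unchanged for 20351 probe sets, while 29 kept the annotation's symbol. Probe sets with several symbols were left unnamed. For the 4956 genes with more than 1 probe set, the probe set with the highest mean over all arrays was used. A linear model with 1 mean per group was fitted over all arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes). Flow was compared with sham at each time, by a moderated F-test over the 4 times, by the mean over the times and by a test of whether the effect differs between times. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg). Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, over 31 lists and 4 times. A rule set which genes could be named. It took every gene the paper names and the 3 genes with the smallest p at each time where none was called. It took up to 4 members of each list with the smallest p at 2 h and at the time with most calls. It also took the 5 genes with the smallest p in the F-test and in the test of the difference between times. The text names only some of the list members that the rule gave. Where called genes exist, the rule takes up to 10 in each direction without overlap. The groups, tests, lists, alternatives and this rule were set before the data were examined, apart from the covariates, the tests of array structure, the other splits of the arrays and the draws of labels with array weights given among the additional observations.

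The alternatives were replicate blocks, trend and robust moderation, array weights, quantile normalization again, centring, a filter on dim genes (a log2 value of at least 6 in 3 arrays, which left out 4422 genes), the mean of all probe sets, all probe sets, other thresholds including a 1.5-fold minimum, the 6 arrays of a time alone, and each array left out in turn. The RNA quality of the arrays was checked by the log2 difference of the 3′ and 5′ control probe sets. For Gapdh it ranged from -0.196 to -0.0743 and for beta-actin from 0.138 to 0.262, and flow minus sham over all times was -0.00495 (p = 0.71) and -0.000421 (p = 0.977) in permutation tests with 100000 resamples, two-sided. At 0, 2, 8 and 24 h flow minus sham was 0.0136, -0.0762, -0.00207 and 0.0630 for beta-actin (p = 0.8, 0.1, 1 and 0.1) and -0.0513, -0.0135, 0.0376 and 0.00732 for Gapdh (p = 0.2, 0.5, 0.1 and 0.8), in exact permutation tests of 3 arrays against 3, which cannot give a p under 0.1. For beta-actin all 3 flow arrays lay below all 3 sham arrays at 2 h and above them at 24 h, so that the mean over the times hides differences of opposite sign. No arrays held identical values, and the highest correlation between arrays was 0.999. The model was tested on simulated data for flow and sham at 2 h over 12393 genes, and called 78% of 50 genes changed by 0.5 (log2), 98% of 50 changed by 1 and all of those changed by 2 or 3, with 8 unchanged genes called. On the arrays themselves 32 genes differed at least 2-fold at 2 h and 0 were called, so these rates describe the simulated data only. The RNA-Seq experiment and the protein-level measures of conservation, disorder and interactions were not analysed here. Lrrc17, Il17f, Prkaa1 and Prkaa2, which the rule names, had no probe set with 1 symbol.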

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

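For 13 of the 47 genes named here, every array labelled flow lay above every array labelled sham at 1 time and below at another. The difference between these 2 times alone was not tested. The test of whether the effect differs between the 4 times called 0 genes at an adjusted p under 0.05 in limma and 3387 at an unadjusted p under 0.05. The log2 difference, flow minus sham, at the earlier time minus that at the later time was 0.76 for Nkiras1 and 1.28 for Sdccag8 between 0 and 8 h, and 0.80 for Zmynd10, 0.85 for Fam241b and -2.08 for Plau between 0 and 2 h. It was 0.72 for Mobp, 1.42 for Ccl4, 0.94 for Socs3, -0.62 for Exd2 and -0.81 for Patj between 2 and 24 h, and 0.62 for Slpi between 2 and 8 h. For Btg2 it was 1.17 between 8 and 24 h, and for Zfp354c -0.59 between 0 and 24 h. Groups of 3 arrays were not tested for arrays far from the others.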

How the results depend on the processing

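The fit with the 3′ and 5′ control differences as covariates was chosen after seeing the data and called 0 genes in each comparison. It cannot separate RNA quality from the clusters of arrays. The count of called genes was 0 in the analysis as reported for each time, any time, the mean over the times and the difference between times. It was 0 with replicate blocks, paired within each time (12 blocks) or across times (3 blocks). The paper calls the sham controls paired without tying them to replicate numbers. The 12 same-numbered pairs had correlations from -0.346 to 0.192, 2 of them over 0.1, and 1 flow array was closest to the sham array of its number. Arrays of 6 of the 8 labels lie in more than 1 cluster, so these correlations cannot decide whether the arrays were paired. The count stayed at 0 with trend and robust moderation, quantile normalization again and the dim filter. It also did with the 1.5-fold minimum, not run for the difference between times, and with the 6 arrays of a time alone, run for the 4 times only. All probe sets gave 1 gene at 0 h, and centring and the mean of all probe sets gave 1 at 2 h. At an adjusted p under 0.10, 3 genes were called at 2 h and 1407 for the difference between times. At an unadjusted p under 0.05 the counts were 1729, 1681, 1781 and 1921 at 0, 2, 8 and 24 h, 2891 at any time, 594 for the mean and 3387 for the difference. Array weights gave 2330, 2312, 3151 and 2361 at these times, 6024 at any time, 53 for the mean and 5955 for the difference. In 40 draws of labels within each time, chosen after seeing the data, array weights called a median of 212.5, 18, 2268.5 and 6.5 genes at these times, and 0, 2, 7 and 1 draws reached the counts above. For any time and for the difference between times 0 draws did, with up to 5527 and 5218 genes, and for the mean 10 did. The cause was not tested.

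Leaving out each array in turn gave 0 to 1 genes at 0 h (1 without flow 8 h replicate 1), 0 to 117 at 2 h (117 without sham 2 h replicate 3, 3 without sham 24 h replicate 3, 2 without flow 8 h replicate 1 and 1 without flow 8 h replicate 2), 0 to 672 at 8 h (672 without flow 8 h replicate 1, 301 without sham 8 h replicate 3), and 0 to 278 at 24 h (278 without sham 24 h replicate 3, 2 without flow 24 h replicate 1). Any time gave 0 to 1394 (1394 without flow 8 h replicate 1, 689 without sham 2 h replicate 3, 396 without sham 24 h replicate 3, 96 without sham 8 h replicate 3) and the mean 0. The difference between times gave 0 to 2045 (2045 without flow 8 h replicate 1, 1708 without sham 2 h replicate 3, 1027 without flow 0 h replicate 1, 976 without sham 24 h replicate 3, 495 without sham 8 h replicate 3). Of list members, 0 were called, 767 with array weights, 525 at an unadjusted p under 0.05 and 0 to 61 without 1 array. Of 124 tests of a list at a time, camera called 44, and 0 with an estimated correlation or by directional fry. Mixed fry called 2, the C-C and other chemokines at 2 h and the immediate-early genes at 24 h, both at adjusted p = 0.0175. Among the named genes, Il17a turned from 0.03 to -0.0101 with quantile normalization again, and to -0.00101 and -0.023 without flow 2 h replicate 1 or 2, with a highest value of 0.127 without flow 2 h replicate 3. With the covariates Il17ra turned from 0.12 to -0.00472 and Tgfb1 from 0.18 to -0.00799. Without flow 2 h replicate 2 Tgfb2 turned from 0.10 to -0.0207, and without flow 2 h replicate 3 Tgfb3 turned from -0.12 to 0.043, with a lowest value of -0.209 without flow 2 h replicate 1. The other named genes kept their sign in the fits with 1 value per gene. The other probe sets of Rufy2, Cfhr2 and Edn3 had the opposite sign. Of 49 values of named genes, 30 moved by more than 1.5 times or turned under at least 1 of these alternatives, 22 of them with the covariates. The dim filter drops Zmynd10, Mobp, Cfhr2, Ovgp1, Zfp354c, Fam241b, Patj, Tnc, Edn3, Nos2, Tgfb2 and Il17a. A filter on dim genes is the only check here of signal over background.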

Differences from the paper's values

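The paper gives 55 differentially expressed genes from the microarrays, with a p-value under 0.05, no test named for them in its text and a collection after 2 h of post-incubation in its methods, and the analysis here called 0 genes at 2 h at an adjusted p under 0.05. All 37 alternatives set before the data were examined also differ from the paper's 55 by more than 1.5 times, with 1681 genes at an unadjusted p under 0.05, 2312 with array weights and 117 without sham 2 h replicate 3. The mean flow effect over the times with array weights gave 53 genes, which is another measure. The paper states that its earlier work found C-X-C chemokines and Ccl2 increased by flow. Of 13 C-X-C chemokines, 11 had a higher mean under flow at 2 h, and Ccl2 a log2 difference of 1.54, with an adjusted p = 0.345 from limma. With array weights Ccl2 had an adjusted p = 0.00658, in a range from 0.00658 to 0.999 over its alternatives, and Cxcl1, Cxcl2 and Cxcl5 passed as well, with adjusted p = 0.0124, 0.0217 and 0.00773. Since 2 of 40 draws of labels reached as many calls at 2 h with array weights, these p-values do not separate flow from array structure. The paper's list of induced factors goes further. The paper also names the HIF-1α, IL-17 and AMPK pathways as induced. For the HIF-1 targets the median log2 difference at 2 h was 0.02 and for AMPK signaling -0.01, while for IL-17 signaling it was 0.33. The paper takes these pathways from earlier microarray, proteomic and RNA-Seq work, so medians of gene lists are another measure. The arrays measure RNA and not the activity of a pathway. The IL-17 list shares members with the lists of chemokines and of the response to cytokines, so its median is not separate evidence.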

Other observations

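Of 19 measured genes of cholesterol biosynthesis, 18 had a higher mean on the arrays labelled flow 8 h than sham 8 h, with a median log2 difference of 0.52, and 15 rose when adjusted over the list alone. At 0 h the median was -0.48, with 13 fallen and 1 risen when adjusted over the list alone. Camera gave adjusted p = 9.19e-10 and 8.61e-10, and adjusted p = 0.476 at both times with an estimated correlation. Of the 19 genes 2 had a higher mean at 24 h, with a median of -0.28, and 9 at 2 h, with -0.04. For these times camera gave adjusted p = 0.000161 and 0.572, and 0.493 and 0.907 with an estimated correlation. Of 41 immediate-early genes, which are induced within minutes of many stimuli, 4 had a higher mean on the arrays labelled flow 24 h than sham 24 h (median -0.56), and 21 fell when adjusted over the list alone (camera adjusted p = 2.17e-14, adjusted p = 0.476 with an estimated correlation). At 8 h 36 of them had a higher mean under flow, at 2 h 27 and at 0 h 7 (camera adjusted p = 0.000174, 0.01 and 0.0017, adjusted p = 0.493, 0.581 and 0.493 with an estimated correlation). None of 28 genes of the G2 and M phases had a higher mean under flow at 8 h, with a median of -0.24 (camera adjusted p = 7.43e-09, adjusted p = 0.493 with an estimated correlation), and 2 did at 2 h, 26 at 0 h and 22 at 24 h (camera adjusted p = 5.24e-06, 0.000578 and 0.0481, adjusted p = 0.493, 0.581 and 0.778 with an estimated correlation). Of 26 interferon response genes, 7 rose at 24 h when adjusted over the list alone (median 0.12, camera adjusted p = 0.0057, adjusted p = 0.581 with an estimated correlation). In limma 0 members of these lists passed over all genes, and 17 cholesterol genes at 8 h and 22 immediate-early genes at 24 h passed an unadjusted p under 0.05. The first 3 of these lists go with the structure of the arrays as well: on component 1, with the sign set so that Cxcl2 is positive, 17 of the 19 cholesterol genes, 35 of the 41 immediate-early genes and 3 of the 28 genes of the G2 and M phases have positive loadings, with median percentiles of 95.6, 97.1 and 11.3, and on component 2, 0, 11 and 23 do, with 0.823, 25.9 and 87.1. Of the 26 interferon response genes 10 and 12 do, with 39 and 47.4. Flow 0 h replicates 2 and 3 lay in 1 cluster, and flow 0 h replicate 1 lay with all 3 sham 0 h arrays in another. At 8 h flow replicate 1 and sham replicate 3 lay in the same cluster, apart from the other arrays of their labels, and the Gapdh 3′ and 5′ difference was higher on all 3 flow arrays than on all 3 sham arrays. At 24 h sham replicates 1 and 2 and flow replicates 2 and 3 lay in different clusters, with the beta-actin 3′ and 5′ difference higher on all 3 flow arrays.

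The list of IL-17 signaling shares members, such as Cxcl5, with the lists of chemokines and of the response to cytokines. For the pathways the paper names, 23 of 28 measured genes of IL-17 signaling had a higher mean at 2 h, with a median log2 difference of 0.33 (camera adjusted p = 8.66e-07, adjusted p = 0.476 with an estimated correlation). At 24 h 7 of these 28 did, with a median of -0.17 (camera adjusted p = 0.000567, adjusted p = 0.493 with an estimated correlation). Of 40 HIF-1 targets 23 did (median 0.02, adjusted p = 0.769), and of 47 genes of AMPK signaling 23 did (median -0.01, adjusted p = 0.839, where camera's direction is up). At 24 h 5 of the HIF-1 targets did, with a median of -0.29 (camera adjusted p = 2.29e-07, adjusted p = 0.493 with an estimated correlation), and at 0 h 6 did, with a median of -0.23 (camera adjusted p = 5.16e-05, adjusted p = 0.493 with an estimated correlation). Of AMPK signaling 16 of 47 did at 0 h, with a median of -0.06 (camera adjusted p = 0.0112, adjusted p = 0.476 with an estimated correlation). The IL-17 and HIF-1 lists also go with component 1, where 24 of 28 IL-17 genes and 34 of 40 HIF-1 targets have positive loadings, with median percentiles of 92.2 and 94.7, as do 32 of 43 genes of the response to cytokines, with 94.1, and Cxcl2, Cxcl1 and Cxcl5 have the largest positive loadings. For AMPK signaling it is 27 of 47, with 61.6. The C-X-C chemokines have 9 of 13, with 82.1, and the C-C and other chemokines 15 of 20, with 81. Cytokines and growth factors have 53 of 67, with 75.2, matrix genes 27 of 40, with 75.1, and secreted proteases and inhibitors 17 of 31, with 53.4. The 4 measured regulators of Fig. 4 all do, with 92.9. Heat shock genes have 3 of 18, with 20.6. On component 2 these values are 11 of 13 and 95.1 for C-X-C chemokines, and 9 of 20 and 47.9 for C-C and other chemokines. The regulators of osteoclast differentiation that the paper reports from RNA-Seq in Fig. 4 had log2 differences at 2 h of 1.06 for Tlr2, 0.66 for Ptgs2, 0.38 for Pik3r1 and 0.15 for Nos2, with adjusted p = 0.345, 0.345, 0.452 and 0.485 from limma. Without flow 2 h replicate 3 Ptgs2 was at 0.36, Pik3r1 at 0.21 and Nos2 at 0.04, and without sham 2 h replicate 3 they were at 0.43, 0.60 and 0.24. Pik3r1 was at 0.65 without flow 2 h replicate 2 and at 0.23 without sham 2 h replicate 2, and Nos2 at 0.08 without sham 2 h replicate 1. With the covariates Ptgs2 was at 1.02, Pik3r1 at 0.23 and Nos2 at 0.10. Nos2 lay below a log2 value of 6 on all arrays. At 24 h 0 of these 4 genes had a higher mean under flow, with a median of -0.53 (camera adjusted p = 0.00546, adjusted p = 0.476 with an estimated correlation), against 4 of 4 at 2 h with a median of 0.52 (camera adjusted p = 0.0137, adjusted p = 0.476 with an estimated correlation), and 1 fell at 24 h when adjusted over the list alone. The study chose these genes by RNA-Seq, and the paper does not state whether the arrays used the same cultures. Their direction is therefore not shown to be independent evidence. Tgfb1 was at 0.18, Tgfb2 at 0.10, Tgfb3 at -0.12, Il17a at 0.03, Il17ra at 0.12 and Hif1a at 0.13, and the signs of Tgfb1, Tgfb2, Tgfb3, Il17a and Il17ra turned under at least 1 alternative, while Hif1a was at 0.08 without flow 2 h replicate 3 and at 0.09 without sham 2 h replicate 2. Of the lists of markers of other cell types, macrophages and osteoclasts, endothelium, fat, muscle, cartilage and epithelium, none passed camera at any time, and the smallest adjusted p was 0.0661, for muscle at 8 h.

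Across 12393 genes, which are not independent replicates, the log2 differences at 0 and 24 h had a correlation of 0.586, those at 0 and 8 h of -0.611 and those at 2 and 24 h of -0.631. These correlations go with the clusters that the labelled groups hold. All flow 2 h arrays and sham 24 h replicates 1 and 2 lay in one cluster. Sham 2 h replicates 1 and 2 and flow 24 h replicates 2 and 3 lay in another. The correlations therefore do not show that the effect of flow reversed over time. The 5 genes with the smallest p in the F-test over the times were Nkiras1, Zmynd10, Fam241b, Exd2 and Patj, with a lowest adjusted p = 0.131 from limma, and the same 5 genes led the test of the difference between times, with a lowest adjusted p = 0.0783 from limma. At 2 h Fam241b had a log2 difference of -0.43, Exd2 of -0.34, or -0.22 with the 3′ and 5′ control differences as covariates, and Patj of -0.50.

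The tests of array structure that follow were all chosen after the arrays were seen. Arrays that share a label differ from other arrays at 82 genes (adjusted p under 0.05 among 8 sets of 3), and 4 of 100 random sets of arrays reached that. Treatment and time are the same for arrays that share a label, and the arrays of 6 of the 8 labels lie in more than 1 of the 3 clusters, which is the pattern itself and so no test of treatment and time as labelled. The clusters repeat exactly after every 8 arrays in the order in which they were deposited, while the labels change after every 3. Cluster membership thus goes with the position of an array in that order and not with its label. Sets made of every 8th array differ at 4148 genes, which 0 of 100 random sets reached (highest 2793). Of 100 random sets drawn within the clusters 18 did (median 3755.5, highest 4780), so the count restates the clusters. These draws keep the clusters and therefore cannot weigh the repeat. Labels attached to the arrays in another order would give such a repeat, but the count does not decide on it. Earlier bounds on this count, against the random sets alone, were replaced after their values were seen. On the arrays as labelled, 11 of 13 C-X-C chemokines, Ccl2, Ptgs2, Pik3r1 and Nos2 are higher under flow at 2 h, the direction the study gives. The study named the chemokines from earlier work that included microarrays, and Ptgs2, Pik3r1 and Nos2 from RNA-Seq. The paper does not state whether the RNA-Seq and the arrays used the same cultures. The direction of these genes therefore does not decide on an exchange of flow and sham at 2 h. None of these genes passed over all genes. With the 3′ and 5′ control differences regressed out 16 of 24 arrays stayed in their cluster and 5 labels lay in more than 1, and with them as covariates the count for every 8th array was 1182 and for the labels 75, so RNA integrity stays open, and quantile normalization again moved the values by 0.0908 of their median SD between arrays, too little to decide on the authors' normalization. Cultures or days that differ within a label were not tested, since the labels give none. No label was changed, and no comparison of flow with sham was made under another order.

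For the counts at 0, 2, 8 and 24 h, the 6 arrays of a time make 10 splits, too few for a share under 0.05, and 0 genes were called by the labelled split and by the highest of the others. At an unadjusted p under 0.05 the labelled split called 1729 genes at 0 h and the highest other 1355, 1681 and 1763 at 2 h, 1781 and 2190 at 8 h, and 1921 and 1704 at 24 h. For any time, the mean and the difference between times, the labelled split called 0 genes, which every one of 100 splits reaches, so these counts decide nothing about chance. The highest of the others called 765, 918 and 29 genes, which points to a structure of the arrays. At an unadjusted p under 0.05 the labelled split called 2891 genes at any time and the highest other 3004, 594 and 3521 for the mean, and 3387 and 2780 for the difference between times, and 2, 40 and 1 of the 100 splits called as many as the labelled split, itself included.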
